# Maternal Recognition of Pregnancy in the Horse: Are MicroRNAs the Secret Messengers?

**DOI:** 10.3390/ijms21020419

**Published:** 2020-01-09

**Authors:** Katrien Smits, Yannick Gansemans, Laurentijn Tilleman, Filip Van Nieuwerburgh, Margot Van De Velde, Ilse Gerits, Cyrillus Ververs, Kim Roels, Jan Govaere, Luc Peelman, Dieter Deforce, Ann Van Soom

**Keywords:** maternal recognition of pregnancy, horse, RNA-Sequencing, proteomics, microRNA

## Abstract

The signal for maternal recognition of pregnancy (MRP) has still not been identified in the horse. High-throughput molecular biology at the embryo–maternal interface has substantially contributed to the knowledge on pathways affected during MRP, but an integrated study in which proteomics, transcriptomics and miRNA expression can be linked directly is currently lacking. The aim of this study was to provide such analysis. Endometrial biopsies, uterine fluid, embryonic tissues, and yolk sac fluid were collected 13 days after ovulation during pregnant and control cycles from the same mares. Micro-RNA-Sequencing was performed on all collected samples, mRNA-Sequencing on the same tissue samples and mass spectrometry was conducted previously on the same fluid samples. Differential expression of miRNA, mRNA and proteins showed high conformity with literature and confirmed involvement in pregnancy establishment, embryo quality, steroid synthesis and prostaglandin regulation, but the link between differential miRNAs and their targets was limited and did not indicate the identity of an unequivocal signal for MRP in the horse. Differential expression at the embryo–maternal interface was prominent, highlighting a potential role of miRNAs in embryo–maternal communication during early pregnancy in the horse. These data provide a strong basis for future targeted studies.

## 1. Introduction

Early pregnancy in the horse is characterized by several unique events: After selective transport through the utero-tubal junction, the equine embryo develops a glycoprotein capsule, remains spherical and moves throughout the uterus to signal its presence to the mare [1,2,3,4]. This embryonic signaling initiates a series of events leading to the persistence of the corpus luteum, progesterone production, and a receptive uterine environment to support the maintenance of gestation, a process known as maternal recognition of pregnancy (MRP) [5]. In the non-pregnant cycling mare, pulsatile release of prostaglandin F2α (PGF2α) causes degradation of the corpus luteum, resulting in a decline in progesterone. This process is triggered by endometrial upregulation of prostaglandin-endoperoxidase synthase 2 (PTGS2), the rate limiting enzyme in the biosynthesis of PGF2α, and enhanced by oxytocin through a positive feedback loop [6,7,8]. During pregnancy, the presence of the conceptus suppresses this mechanism; a transient repression of oxytocin receptor (OXTR) and PTGS2 is observed during days 11–15 of pregnancy [6,9,10,11,12,13]. Strikingly, the exact timing and nature of the primary embryo-derived MRP signal is still unknown in the horse, despite several decades of research on this topic [3,14]. In pigs and ruminants, the MRP signals are estrogens [15] and interferon tau [16] respectively, and while the equine embryo produces both estrogens and interferons, no convincing evidence exists for their signaling role in MRP [14]. Interestingly, the equine embryo also releases substantial amounts of prostaglandins (PGs) E2 and F2α; these PGs stimulate the uterine contractions which are responsible for embryo mobility [17]. This embryo mobility is on its turn crucial for MRP, as limiting the mobility by uterine ligation results in termination of the pregnancy [18]. Therefore, the embryo produces the very substance responsible for luteal regression, and even though embryo-derived PGs only act locally, a delicate balance and regulation exists to establish MRP and maintain pregnancy, highlighting the importance of the embryo–maternal dialogue [3].

While initial studies have focused on the identity of specific candidate signaling molecules, recent research on the topic of MRP in the horse has been broadened to all pathways involved in embryo–maternal communication around the timing of MRP. High throughput molecular biology at the embryo–maternal interface has substantially contributed to the knowledge on pathways affected during MRP. Technological advantages, including sequencing, favored development of transcriptomics and several studies assessed gene expression of the endometrium and the conceptus between days 8 and 16 of pregnancy [19,20,21,22,23,24]. While no differences between pregnant and cyclic mares were detected on day 8, analysis on days 12 and 14 indicated pregnancy related upregulation of genes involved in nutrient supply and endometrial receptivity and downregulation of trophoblast invasion factors [14]; by day 16, clear differences were established. More recent development of mass spectrometry allowing large-scale quantitative proteomics at the embryo–maternal interface highlighted the presence of prostaglandin F2 receptor inhibitor and a progesterone potentiating protein in equine blastocoel fluid on day 8 [25] and upregulation of several inhibitors of the prostaglandin synthesis in the uterine fluid (UF) of pregnant mares on day 13 [26]. 

Transcriptomics and proteomics provide complementary information, but mRNA abundances can only explain less than half of the variation in protein levels; the actual protein profile is influenced by post-transcriptional, translational and degradative regulation mechanisms [27]. Key players in these regulation mechanisms are the microRNAs (miRNAs). These well conserved non-coding RNAs bind with complementary sequences in the 3’ untranslated region of the target mRNA, resulting in gene silencing via translational repression or target degradation. By regulating gene expression, miRNAs are involved in most biological processes, including embryo development, pregnancy establishment, implantation, and placentation [28,29,30]. MiRNAs are present in several bodily fluids and in equine reproduction, they were first documented in the ovarian follicle, highlighting their role in cell communication during growth and maturation of the oocyte [31]. Recently, pregnancy related miRNA expression has been examined in the horse [32,33]. A potential signaling role during MRP was assessed first by quantitative PCR to examine differential expression of miRNAs in serum; this indicated pregnancy related expression of miRNAs targeting focal adhesion molecules and expression of selected target mRNAs and proteins was evaluated in the endometrium [34]. Recently, the same group assessed expression of non-coding RNAs in the equine endometrium, and even though 419 differentially expressed non-coding RNAs were found on day 11, no differential expression was detected on day 13 [35].

While all disciplines of molecular biology have contributed to the current knowledge on MRP in the horse, a holistic approach in which high-throughput proteomics, transcriptomics and miRNA expression at the embryo–maternal interface can be linked directly is currently lacking. The aim of this study was to provide such integrated analysis. All samples were taken 13 days after ovulation during pregnant and control cycles from the same mares. To assess a potential signaling role of miRNAs during MRP in the horse, miRNA-Sequencing was performed on the endometrium and UF from pregnant and control cycles and on the embryonic tissue and yolk sac (YS) fluid from the corresponding embryos. In order to directly link this miRNA expression to transcriptomics and proteomics, mRNA-Sequencing was conducted on the same endometrial and embryonic tissue samples and linked to mass spectrometry performed previously on the same UF and YS fluid samples [26]. The aim was to present both differential expression of miRNAs, mRNAs and proteins between pregnant and cyclic mares, as well as a larger scale overview of molecular aspects at the embryo–maternal dialogue around the timing of equine MRP.

## 2. Results

An overview of the experimental design including the total number of differentially expressed miRNAs, mRNAs, and proteins for each comparison in the endometrium and UF of pregnant and cyclic mares and in the YS fluid and the tissues of the corresponding embryos is presented in Figure 1. 

### 2.1. Messenger-RNA Sequencing

Out of the, on average, 60 million reads that were generated per sample, 95% were mapped to the Ensembl equine EquCab 2.80 reference genome. Among the 26,740 equine transcripts registered, 11,796 transcripts were considered quantifiable in the comparison between the pregnant endometrial biopsies and the cyclic endometrial biopsies. In the comparison between the pregnant endometrium and the embryonic tissues, a total of 11,602 equine transcripts were considered quantifiable.

A total of 245 genes were differentially expressed between the pregnant and the cyclic endometrium, with pregnancy-associated upregulation of 151 genes and downregulation of 94 genes (Figure 1, Supplementary File S1). 

Our results coincided with literature as one third of the differentially expressed genes (DEGs) found were common with DEGs published previously by Klein et al. [19] (Gene symbols) and by Merkl et al. [22] (Ensembl Gene IDs), who compared endometrial gene expression of pregnant and cyclic mares by microarray on day 13.5 and on day 12 respectively (Figure 2). Common pregnancy associated upregulation with both studies was detected for 12 genes, with Merkl et al. [22] specifically for another 45 genes, and with Klein et al. [19] for 7 genes. Three genes were commonly downregulated during pregnancy in our study and the one of Klein et al. [19], one was similar in our study and the one of Merkl et al. [22] and one was downregulated in all three studies. A discrepancy was only detected for one gene, plexin domain containing 2 (*PLXDC2*), which was found to be downregulated in our study and upregulated on day 12 [22].

Assessment of differential gene expression in the pregnant endometrium and the corresponding embryos showed 6151 DEGs, with 3128 upregulated in the embryo and 3023 genes upregulated in the endometrium (Supplementary File S2).

### 2.2. Micro-RNA Sequencing

Average raw read quality Phred scores were between 30 and 40 and read length distribution after 3’ miRNA adapter trimming and quality filtering (score > 20) showed a peak around 22 nucleotides, characteristic for miRNAs. 

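Small RNA was sequenced from 28 samples taken 13 days after ovulation. They were endometrial biopsies and uterine fluid (UF) of 5 pregnant and 4 cyclic mares, and the embryonic tissue and yolk sac (YS) fluid of 5 embryos. The number in each sample's name was taken as the mare, and no cyclic sample of mare 5 was used here. RNA of the fluids was extracted with another kit than RNA of the tissues, so a comparison of a fluid with a tissue is also a comparison of kits. The authors removed adapters and short or low-quality reads and counted the remaining reads with miRPro on the known mature miRNAs of the horse in miRBase. The same program predicted miRNAs absent from miRBase on the genome EquCab2.0, and their reads were counted as well. The authors deposited both sets of values as raw counts without normalization. Predicted miRNAs are written here as pred-miR with the number they carry in the deposited counts. Between 280065 and 590593 reads were counted on miRNAs in the pregnant endometrium (median 337972) and between 61836 and 371630 in the cyclic endometrium (median 289718.5). UF had between 79173 and 152860 reads in pregnant mares (median 119492) and between 62087 and 226308 in cyclic mares (median 184587.5). The embryos had between 28204 and 44768 reads (median 36203) and YS fluid between 4352 and 14531 (median 13066). A single read therefore amounted to between 1.69 and 3.57 CPM (reads scaled by the library total) in the pregnant endometrium, and to between 68.8 and 230 CPM in YS fluid. The smallest level the depth can show, taken as 3 reads, was between 5.08 and 10.7 CPM in the pregnant endometrium, between 67.0 and 106 CPM in the embryos and between 206 and 689 CPM in YS fluid. These floors cover counting error only, since PCR copies are not independent molecules. Differential expression was tested with the quasi-likelihood method of edgeR after TMM normalization of the libraries compared. A miRNA was called differentially expressed at a Benjamini-Hochberg false discovery rate (FDR) of at most 0.05 and a fold change of at least 2. The mare was a block in the comparisons of pregnant with cyclic samples, as the paper describes paired analysis for them, and no block was used between tissues and fluids.

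**Figure D1:**
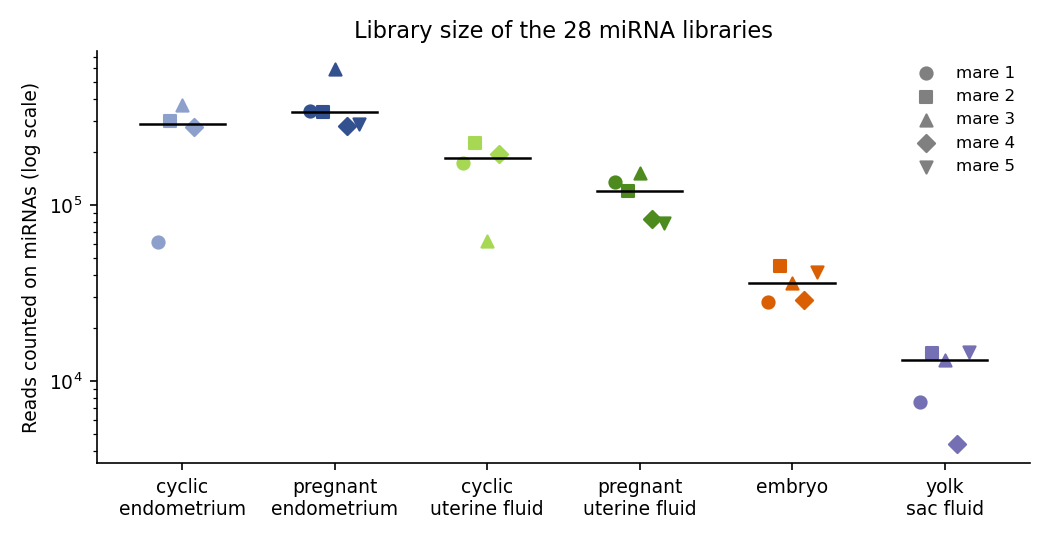
Reads counted on miRNAs in each of the 28 libraries on a log scale, by sample type. Each marker is 1 library with its shape giving the mare, lines are medians, and the YS fluid libraries lie between 4352 and 14531 reads.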

Expression of 690 known mature miRNAs and 154 novel mature miRNAs was assessed, resulting in the identification of 362 known and 154 novel miRNAs across the samples. 

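The deposited counts cover 690 known and 154 predicted miRNAs. At least 1 read in any of the 28 libraries was found for 362 known miRNAs and at least 10 reads for 283, while 328 had no read. All 154 predicted miRNAs had at least 1 read and 138 had at least 10. Known miRNAs took 4242869 reads over all libraries and predicted miRNAs 70914. The number of known miRNAs with a read was 262 ± 1.79 (SD, n = 5) in pregnant and 254 ± 30.7 (SD, n = 4) in cyclic endometrium. It was 206 ± 8.96 (SD, n = 5) in pregnant UF, 211 ± 29.2 (SD, n = 4) in cyclic UF, 191 ± 8.23 (SD, n = 5) in the embryos and 167 ± 25.2 (SD, n = 5) in YS fluid. YS fluid had both the fewest reads and the fewest miRNAs, and whether a miRNA without a read there was absent or below what the depth can show is left open.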

After filtering for null or low counts, a total of 386 miRNAs were subjected to differential expression in the endometrial biopsies (Supplementary File S3), and 305 in the UF samples (Supplementary File S4). 

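The filter applied here kept miRNAs with at least 1 CPM in at least 4 libraries of the comparison, the size of the smaller group. Since a read amounted to more than 1 CPM in every library, this asked for at least 1 read in 4 libraries. It left 386 miRNAs in the endometrium and 305 in UF. Without a filter on low counts, 469 miRNAs with a read were tested in the endometrium and 434 in UF. The filterByExpr function of edgeR, with its minimum count of 10, kept 184 and 152. Between tissues and fluids, with at least 5 libraries asked for, between 259 and 359 miRNAs were tested per comparison.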

Comparison of pregnant vs. cyclic mares revealed differential expression (FDR ≤ 0.05) of 8 known and 11 novel miRNAs in the endometrial biopsies and of 1 known and 5 novel miRNAs in the UF. However, the number of predicted novel miRNAs was likely to be overestimated with duplicates having quasi identical counts, fold change and FDR values, rather representing only a single or a few unique novels with multiple genome locations. 

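With the mare as block, 13 of the tested miRNAs were differentially expressed in the endometrium, all higher in pregnant mares, of which 2 were known and 11 predicted. In UF, 15 miRNAs were differentially expressed, 4 higher and 11 lower in pregnant mares, of which 2 were known and 13 predicted. This split depended on single mares, with 2 higher and 0 lower without mare 3, and 12 and 14 without mare 1. Without the fold change threshold there were 15 in the endometrium, 4 of them known, and the same 15 in UF. An unadjusted p under 0.05 was found for 65 miRNAs in the endometrium, where chance gives 19.3, and for 43 in UF, where chance gives 15.25. Without the mare as block, 0 miRNAs were called in the endometrium and 0 in UF, with an unadjusted p under 0.05 for 58 and 35 miRNAs. In UF, 0 were also called with the filterByExpr filter, with an unadjusted p under 0.05 for 19. Whether samples of 1 mare resemble each other was checked by correlating, across miRNAs, the deviations of each library from its group's mean. In the endometrium, the mean correlation of pregnant and cyclic samples was 0.276 for the same mare and −0.0651 for different mares. In UF it was 0.337 and −0.0828. These are correlations across miRNAs, which are not independent replicates. Removing each group's mean ties the value for different mares to that for the same mare, so it is no separate baseline. No relabelling of mares was run, so this check cannot establish the pairing. The quasi-likelihood method estimated a single spread for all miRNAs in both comparisons, with a biological coefficient of variation of 30.7% in the endometrium and 40.6% in UF.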

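Of the 154 predicted miRNAs, 102 had counts identical in every library to those of another predicted miRNA, which left 83 distinct profiles. Grouping miRNAs whose counts differed by a Bray-Curtis dissimilarity of at most 0.05 gave 80 groups, and a dissimilarity of at most 0.2 gave 75. The largest group held 18 predicted miRNAs. The 11 predicted miRNAs called in the endometrium fell into 5 groups at the stricter limit and 4 at the wider one, and the 13 called in UF fell into 4 groups at either limit. Duplicates also enter the estimate of the spread and the FDR. Merged at the stricter limit before the test, 317 miRNAs were tested in the endometrium and 7 were differentially expressed, 2 known and 5 predicted. In UF, 261 were then tested and 8 were differentially expressed, 3 known and 5 predicted. The excess of small p values shrank with this merging. In the endometrium 33 miRNAs had an unadjusted p under 0.05, where chance gives 15.85, and in UF 25, where chance gives 13.05.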

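Among the known miRNAs in the endometrium, the thresholds were passed by eca-miR-146b-5p and eca-miR-9a. The level of eca-miR-146b-5p was 1239 ± 568 TMM-normalized CPM (SD, n = 5) in pregnant and 525 ± 550.0 (SD, n = 4) in cyclic mares. Its log2 fold change was 1.57 (standard error 0.33, FDR 8.1e-05), and it was higher in the pregnant sample of 3 of 4 mares. That of eca-miR-9a was 1.23 (standard error 0.30, FDR 0.000946), also higher in 3 of 4 mares, with a cyclic level of 1357 ± 1917 (SD, n = 4) drawn up by mare 3. Of the 16 alternatives set before the data were examined, 12 called eca-miR-146b-5p and 10 called eca-miR-9a. Their log2 fold changes there lay between 1.04 and 2.27 for eca-miR-146b-5p and between 0.30 and 1.73 for eca-miR-9a. With 4 paired mares, an exact sign-flip test cannot give a two-sided p under 0.125. For eca-miR-146b-5p and eca-miR-9a this test gave 0.25 each. Their FDRs and standard errors above rest on the single spread for all miRNAs, not on each miRNA's own differences between mares. Of the predicted miRNAs, pred-miR-132 rose from 67.8 ± 26.6 (SD, n = 4) to 211 ± 91.6 (SD, n = 5) TMM-normalized CPM, a log2 fold change of 1.97 (standard error 0.41, FDR 8.1e-05). The counts of pred-miR-131 were the same. A group of 6 near-identical predicted miRNAs that includes pred-miR-146 had a log2 fold change of 3.96 (standard error 0.73, FDR 5.3e-06). The reads behind it were 7 in the 4 cyclic and 147 in the 5 pregnant libraries, 99 of them in mare 2. Across the 5 fits that each left out a replicate, the log2 fold change of pred-miR-146 lay between 2.74 and 5.86. The remaining predicted miRNAs called were pred-miR-102 (log2 fold change 3.59), pred-miR-24 (2.61) and pred-miR-23 (2.33), with FDRs of 3.0e-05, 0.000654 and 0.00786. Each of these predicted miRNAs was higher in the pregnant sample of 4 of 4 mares. However, pred-miR-102 had 2 reads (5.81 CPM) in the pregnant sample of mare 1, whose cyclic library held 61836 reads. A single read there was 16.2 CPM, so mare 1 gives no direction for it. The cyclic and pregnant reads were 10 and 112 for pred-miR-102, 56 of them in 1 library. They were 21 and 125 for pred-miR-24 and 18 and 92 for pred-miR-23. The sequences of predicted miRNAs were not used here. Of eca-miR-30c, eca-miR-144, eca-miR-130a, eca-miR-660, eca-miR-486-5p, eca-miR-132, eca-miR-362-5p and eca-miR-221, 0 had an FDR of at most 0.05, over all tested miRNAs or over these 8 alone, and 3 changed at least 2-fold. The log2 fold change of eca-miR-144 was −1.34 (standard error 0.59, FDR 0.223), with 45 reads in the pregnant and 85 in the cyclic libraries and lower in 3 of 4 mares. That of eca-miR-362-5p was 1.5 (standard error 0.60, FDR 0.223), from 24.5 ± 28.3 (SD, n = 4) to 56.1 ± 18.0 (SD, n = 5) TMM-normalized CPM, higher in 4 of 4 mares. The log2 fold changes of eca-miR-130a and eca-miR-660 were 0.51 and 0.35, each with a standard error of 0.30, an FDR of 0.433 and 0.778 and a higher pregnant sample in 3 of 4 mares. A setting chosen after the values were seen used a spread estimated stepwise per miRNA, a likelihood ratio test and the FDR alone. It called the 8 known miRNAs that the paper reports. With predicted duplicates merged at the stricter limit, their FDRs lay between 0.176 and 0.860.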

After correction, the final result was downregulation of 2 known mature miRNAs (eca-miR-30c and eca-miR-144) in the pregnant vs. cyclic biopsies and upregulation of 6 known (eca-miR-130a, eca-miR-660, eca-miR-486-5p, eca-miR-132, eca-miR-362-5p, and eca-miR-221) and 4 novel miRNAs, corresponding to ppy-miR-613, mmu-miR-8092, hsa-miR-6131, and an unknown sequence (Figure 1). 

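In UF, eca-miR-23b rose from 2223 ± 1476 (SD, n = 4) to 5923 ± 1969 (SD, n = 5) TMM-normalized CPM, a log2 fold change of 1.73 (standard error 0.38, FDR 0.00231 from the quasi-likelihood test with the mare as block). It was higher in the pregnant sample of 4 of 4 mares. The other known miRNA past the thresholds was eca-miR-23a, a member of the same family whose reads the counting could have divided with it. Its log2 fold change was 1.4 (standard error 0.40, FDR 0.0137), again higher in 4 of 4 mares. A group of 5 predicted miRNAs with near-identical counts, pred-miR-28 among them, fell by 1.93 on the log2 scale (standard error 0.52, FDR 0.00971) and was lower in 4 of 4 mares. Its cyclic level of 856 ± 1162 TMM-normalized CPM (SD, n = 4) was drawn up by mare 3, and its pregnant level was 128 ± 109.8 (SD, n = 5). A group of 4 with pred-miR-11 fell by 1.76 (FDR 0.0402) and was lower in 3 of 4 mares. Its cyclic level of 949 ± 1439 TMM-normalized CPM (SD, n = 4) was likewise drawn up by mare 3. Of 15 alternatives set before the data were examined, 6 called pred-miR-11. The 2 predicted miRNAs of the group of pred-miR-126 rose by 2.30 (FDR 0.0137), higher in 4 of 4 mares. For the group of pred-miR-60, 2 reads were counted in the pregnant and 88 in the cyclic libraries, 85 of them in mare 3. Its mean was at least 15.0-fold lower in pregnant mares (FDR 0.00917), a bound that rests on the cyclic sample of mare 3. Without mare 3 the log2 fold change was 0.22, a reversal. The group was lower in 3 of 4 mares, but the other mares had too few reads to give a direction.

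**Figure D2:**
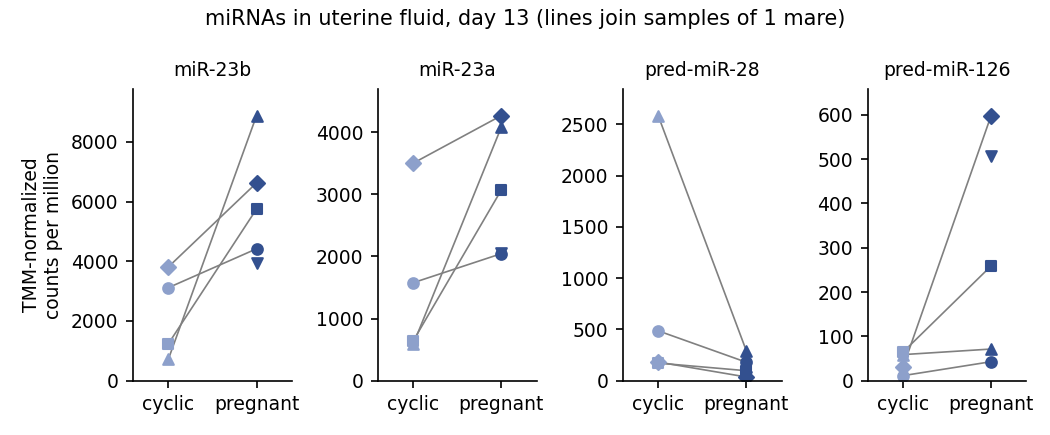
TMM-normalized CPM of miR-23b, miR-23a, pred-miR-28 and pred-miR-126 in UF on linear axes, with a marker per library whose shape gives the mare and lines joining the samples of 1 mare. Each of the 4 paired mares moves up for miR-23b, miR-23a and pred-miR-126 and down for pred-miR-28, whose highest value is the cyclic sample of mare 3.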

In the UF, pregnancy related upregulation of eca-miR-23b and downregulation of a novel miRNA corresponding to has-miR-1246 was found (Figure 1). 

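Between embryo and pregnant endometrium, 256 of 359 tested miRNAs were differentially expressed, 103 higher and 153 lower in the embryo, and 183 of them were known. Pregnant UF and pregnant endometrium differed in 121 of 359, with 49 higher and 72 lower in UF. YS fluid differed from the endometrium in 181 of 341, 61 higher and 120 lower. Embryo and UF differed in 212 of 310, 92 higher and 120 lower in the embryo. YS fluid and UF differed in 165 of 277, 65 higher and 100 lower in YS fluid. The smallest number was found between embryo and YS fluid, with 91 of 259, 57 higher and 34 lower in the embryo. Counting near-identical predicted miRNAs once, the numbers were 215, 100, 167, 168, 141 and 66 in the same order. With the mare as block they were 211, 117, 186, 171, 138 and 54. In 4 of these 6 comparisons the mean correlation across miRNAs was not higher within mares than between them. Removing the group means again ties these values together. The correlation within mares was −0.218 for embryo and endometrium and 0.104 for embryo and UF, the lowest and the highest. Scaling by the size factors of DESeq2's median-of-ratios method within edgeR raised the median log2 fold change by 0.79 between YS fluid and endometrium, by 0.68 between YS fluid and UF, by 0.65 between embryo and UF and by 0.44 between embryo and endometrium, and lowered it by less between embryo and YS fluid (−0.15). The split into higher and lower miRNAs was then 78 and 87 for YS fluid against endometrium, 87 and 78 for YS fluid against UF, and 116 and 100 for embryo against UF. For embryo against endometrium it was 115 and 133. With libraries thinned to the smallest, the split between embryo and endometrium turned to 114 higher and 79 lower. That between embryo and YS fluid turned to 21 higher and 23 lower. Without mare 4 it was 20 and 28.

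**Figure D3:**
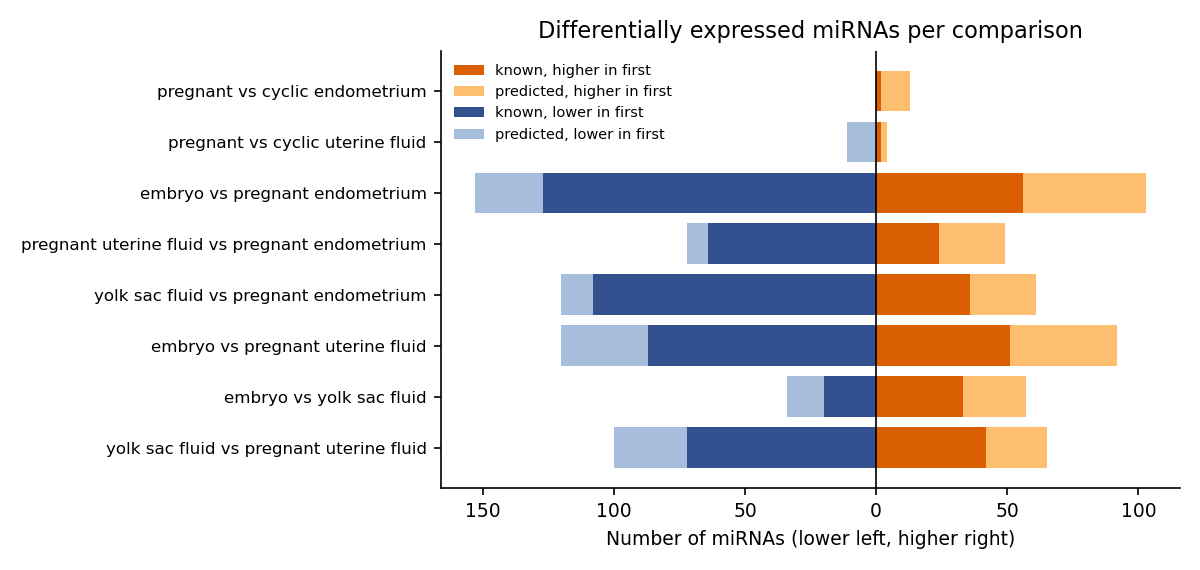
Number of differentially expressed miRNAs in each of the 8 comparisons, with miRNAs higher in the first-named sample to the right and lower ones to the left, and known and predicted miRNAs in separate colours. The longest bars are those of embryo against pregnant endometrium, 103 to the right and 153 to the left, and the shortest those of pregnant against cyclic samples.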

While the number of differentially expressed miRNAs between pregnant and cyclic mares within the same tissue type was limited, assessment of differential expression between the different tissues and fluids at the embryo–maternal interface revealed a substantial number of differentially expressed miRNAs (Figure 1, Supplementary Files S8–S13).

### 2.3. Integrated Analysis of Proteomics, Transcriptomics, and Micro-RNA Expression

Comparison of proteomics and transcriptomics in pregnant vs. cyclic mares showed that for three genes which were upregulated in the pregnant endometrium, the corresponding protein was also upregulated in the UF of the pregnant mares, namely for prostaglandin reductase 1 (PTGR1), annexin 1 (ANXA1), and GM2 ganglioside activator (GM2A). For two genes which were upregulated in the pregnant endometrium, serine peptidase inhibitor (SPI2), and mannosidase beta (MANBA), the opposite was found with pregnancy-associated downregulation of the corresponding protein in the UF.

In order to gain insight into the origin of the differentially expressed (DE) proteins in the UF of pregnant vs. cyclic mares, a comparison was made with DE mRNAs in the embryo vs. pregnant endometrium. Seventy percent of the proteins in the UF which were upregulated during pregnancy were more likely to originate from the embryo as the corresponding mRNA was upregulated in the comparison of embryo vs. endometrium. For the pregnancy-associated downregulated UF proteins, the number of up-and downregulated mRNAs in the embryo vs. endometrium was similar. The identity of all genes and proteins is listed in Supplementary File S5. The three genes which were upregulated in the pregnant endometrium and for which the corresponding protein was also increased in the UF of pregnant mares were all expressed more in the endometrium than in the embryo, suggesting maternal origin.

To further explore the embryonic or maternal origin of proteins identified in the YS fluid and the UF during pregnancy, a comparison was made with the mRNAs identified in the pregnant endometrium and the embryo (Figure 3a) and with the DEGs in the embryo vs. endometrium (Figure 3b). For the proteins identified in the YS fluid and in the UF, the corresponding mRNAs were mostly found both in the embryo and in the endometrium. Translation into proteins showed an equal distribution between the UF and the YS fluid (Figure 3a). For the DEGs, half of the proteins for which the mRNA was upregulated in the endometrium, associated with maternal origin, was present in both the YS fluid and the UF, while the majority of proteins originating from the embryo was exclusively detected in the YS fluid (Figure 3b). The identities of all the gene and the protein numbers of Figure 3a,b are listed in Supplementary Files S6 and S7, respectively.

Finally, integrated analysis of differentially expressed miRNAs, mRNAs, and proteins in pregnant vs. cyclic mares was performed. Validated targets present in miRTarBase were assessed for all DE miRNAs. Targets present in miRTarBase for the DE miRNAs were subsequently compared with DE mRNAs and proteins found in our study. Targets of DE miRNAs in pregnant vs. cyclic endometrium corresponded with 27 DE endometrial mRNAs and 11 DE UF proteins, while targets of DE miRNAs in the UF of pregnant vs. cyclic mares corresponded with 3 DE endometrial mRNAs and 3 UF proteins (Table 1). Interaction and involvement of these targets in common Gene Ontology biological processes was visualized by Cytoscape 3.7.2 in Figure 4. Summary of all detected GO biological processes and molecular functions in which the mRNAs and proteins are involved is displayed in Figure 5a,b respectively.

Also the targets present in miRTarBase of the large number of differentially expressed miRNAs between the embryo and the endometrium were compared with differentially expressed mRNAs identified in this embryo–maternal comparison. Selection of consistent interactions with upregulation of a miRNA coinciding with downregulation of the target mRNA resulted in 274 miRNA-mRNA pairs (Supplementary File S14). Gene Ontology analysis summarizing involvement in biological processes and molecular functions is shown in Figure 5c,d.

## 3. Discussion

This study provides an integrated analysis of transcriptomics, proteomics and miRNA expression at the embryo–maternal interface around the signaling of maternal recognition of pregnancy in the horse. All samples were taken at day 13 after ovulation during the window of MRP signaling, which is estimated to occur between day 12 and day 14. All embryonic and maternal samples for the three different analyses (mRNA, proteins, miRNA) were taken at the same time from the same pregnant and control cycles in order to allow direct comparison of the results. For each mare, paired analysis of the pregnant and cyclic samples was performed to limit bias due to genetic variability. The first objective was to screen for candidate signaling molecules for MRP and to evaluate a potential role of miRNAs. Therefore, we focused on differential expression between pregnant and cyclic mares through horizontal comparison of mRNA and miRNA expression in the pregnant vs. cyclic endometrium and of protein and miRNA expression in the pregnant vs. cyclic UF. The second objective of the study was to gain general insight into the embryo–maternal interaction around equine MRP signaling by integrated vertical analysis of (differential) expression observed with different techniques in different tissues.

Transcriptomics of the equine endometrium showed differential expression of 245 genes. A similar approach has been published previously in the horse, using microarray or RNA-Sequencing to evaluate pregnancy associated endometrial gene expression between day 8 and day 18 [19,21,22,24,36]. Yet, another transcriptomics by RNA-Sequencing in our study provided added value as it allowed to build the bridge between proteomics and miRNA expression on day 13 and as RNA-Sequencing is more sensitive than microarray. High conformity with published results on day 12 [22] and day 13.5 [19] was found despite the use of other techniques, confirming both our methodology as well as the validity of these commonly found DEGs (Figure 2). Common upregulation in the endometrium of pregnant mares was found for several genes involved in key pathways at the embryo–maternal interface. This included upregulation of secretory molecules, namely insulin like growth factor binding protein 1 (IGFBP1), fibroblast growth factor 9 (FGF9), and TIMP metallopeptidase inhibitor 1 (TIMP1), which support embryonic development as well as endometrial proliferation and endometrial tissue remodeling during implantation [37,38,39]; IGFBP1 and TIMP1 have also been shown to inhibit trophoblast invasiveness. Common heat shock proteins were heat shock protein family B (small) member 8 (HSPB8) and crystallin alpha B (CRYAB), which are regulated by estrogens and involved in endometrial receptivity and implantation in human [40,41]. Also common upregulated genes involved in nutrient delivery through amino acid and lipid binding were found, namely GM2A, which was common in all three studies and solute carrier family 36 A (SLC36A), which was the most upregulated protein in the study of Klein et al. [19]. Furthermore, a role in pregnancy establishment through embryonic attachment, implantation or decidualization has been described in human and mice for amphiregulin (AREG) [42], ERBB receptor feedback inhibitor 1 (ERRFI1) [43], nuclear receptor subfamily 2 group F member 2 (NR2F2) [44] and prostaglandin E receptor 4 (PTGER4) [45]. 

Considering MRP, special interest goes to common pregnancy induced upregulation of genes involved in steroid hormone and prostaglandin regulation. In mice, ERRFI1 appeared crucial in progesterone mediated suppression of estrogen receptor 1 (ESR1) in the endometrium to prepare uterine receptivity [43]. Here, we detected upregulation of ERRFI1, but downregulation of ESR1 was not found yet, compliant with the results on day 12 [22]. In the horse, downregulation of ESR1 has been detected on day 13.5 [19] and day 15 [46] and is hypothesized to be involved in decreased oxytocin responsiveness, which on its turn could prevent luteal regression, crucial to MRP. Upregulation of FGF9 during pregnancy was highly significant. Its expression is induced by PGE2 and by estrogen and a recent study associated local PTGS2 enzymatic activity with FGF9 expression at the site of embryo implantation, highlighting a crucial role of FGF9 for the establishment and maintenance of pregnancy in mice [38,47]. The equine conceptus produces both estrogens and PGE2 [17], but their role as signaling factor for MRP has not been evidenced. Upregulation of PTGER4 and PTGR1 was found in the pregnant endometrium, coinciding with literature [22], but prostaglandin synthases were not affected.

Interestingly, not only PTGR1 mRNA was upregulated in the pregnant endometrium, also PTGR1 protein was more abundant in the UF of pregnant mares, compared to cycling control mares [36]. Another factor with an inhibitory effect on the prostaglandin synthesis, ANXA1, was also upregulated both at the mRNA and the protein level in the pregnant uterus. Also GM2A mRNA and protein was more highly expressed during pregnancy and has been linked to embryo and blastocyst quality in human [48]. However, despite these biologically interesting molecules, overall overlap between differentially expressed genes in the pregnant vs. cyclic endometrium and differentially expressed proteins in the pregnant vs. cyclic UF was very limited. This can be due to several aspects. In general, in mammalian cell lines mRNA abundances account for only 40% of protein concentrations which are further determined by post-transcriptional, translational and degradation regulations [27]. Moreover, the protein-per-mRNA ratios also depend on the biological role: housekeeping proteins and metabolic genes tend to be more stable than proteins involved in chromatin organization, transcriptional regulation. In our experimental set-up, we focused on proteins in the UF and as such, we aimed to avoid these stable housekeeping proteins and focus on signaling proteins, which are potentially produced and degraded more rapidly. Furthermore, we hypothesized that upregulated genes in the pregnant endometrium would be reflected by upregulation of the corresponding protein in the UF, but this might have been affected by both differences in timing and tissues. Upregulation of genes does not necessarily imply presence of the encoded protein at the same time and differential gene expression in the endometrial tissue appears not to coincide with secretion of the corresponding protein in the histotroph. Finally, proteins in the UF might not only be encoded by the pregnant endometrium, they might as well originate from the developing embryo. Indeed, comparison of the pregnancy induced proteins in the histotroph with differentially expressed genes between the embryo and the endometrium indicated embryonic origin of 70% of the proteins in the UF (Supplementary File S5). Yet, PTGR1, ANXA1, and GM2A, which were upregulated at the gene and protein level during pregnancy, were more expressed in the pregnant endometrium than in the corresponding embryo.

In order to gain insight into the role of microRNAs in posttranscriptional regulation and to assess a potential role of miRNAs as secret signaling molecules for MRP, miRNA-Sequencing was performed in all uterine and embryonic tissue and fluid samples (Figure 1, Table 1). Differential expression between pregnant and cyclic mares was found for 12 miRNAs in the endometrium and for two miRNAs in the UF. Research on the role of miRNAs during equine pregnancy is limited to a few studies focused on later stages of gestation [32,33], a recent study assessing non-coding RNAs in the endometrium in which no differences were found on day 13 [35] and one study determining differential expression of miRNAs in serum of pregnant vs. cyclic mares on day 9, day 11, and day 13 [34]. Two common miRNAs were detected. Coinciding with our findings, upregulation of miR-486-5p in pregnant vs. cyclic mares was also detected in whole blood at different time points during late pregnancy in the horse [32], but this miRNA was downregulated on day 9 in serum of pregnant vs. cyclic horses [34]. 

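In the endometrial biopsies, eca-miR-486-5p was at 5190.0 ± 2628 TMM-normalized CPM (SD, n = 5) in pregnant and 5483 ± 1029 (SD, n = 4) in cyclic mares. The 4 mares with both samples gave a log2 fold change of 0.17 (standard error 0.23, FDR 0.826 from edgeR's quasi-likelihood test), higher in the pregnant sample of 3 of them. Mare 5, with a pregnant sample only, was at 1069. Without the mare as block, which lets mare 5 into the contrast, the log2 fold change was −0.08.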

In human, downregulation of miR-486-5p has been associated with reproductive pathologies, including recurrent miscarriage [49] and polycystic ovary syndrome [50]. Expression of miR-30c was also opposite with downregulation in our study, while it was upregulated in serum of pregnant horses on day 13 [34]. 

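The level of eca-miR-30c in the endometrium was 5929 ± 2877 TMM-normalized CPM (SD, n = 5) in pregnant and 6147 ± 655 (SD, n = 4) in cyclic mares. It was lower in the pregnant sample of 4 of 4 mares, with a log2 fold change of −0.40 (standard error 0.22, FDR 0.376 from edgeR's quasi-likelihood test). With 28 libraries in the fit instead of the 9 compared, its log2 fold change was 0.06. This was the 1 reversal among 15 alternatives set before the data were examined, of which 0 called it. A setting chosen afterwards, with the spread estimated stepwise per miRNA and the FDR alone, called it (likelihood ratio test, FDR 5.0e-06). With predicted duplicates merged at the stricter limit, that setting gave an FDR of 0.647.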

Differences in results may arise from differences in tissue (endometrium vs. serum). Overall, differential miRNA expression was also variable amongst the serum samples taken at different days with no common differentially expressed miRNA throughout early pregnancy [34]. Small differences in timing may also influence the results, as Klohonatz et al. detected 419 differentially expressed non-coding RNAs in pregnant vs. cyclic endometrium on day 11 and none on day 13 [35]. In bovine, miR-30c has been associated with slow cleaving embryos of poor quality and addition of miR-30c to the embryo culture medium showed uptake by the bovine embryo resulting in increased apoptosis [51]. Other members of the miR-30 family, miR-30b and miR-30d, have been mostly associated with endometrial receptivity in human [52], but results are contradictory and upregulation of miR-30b was also found in the endometrium of patients with repeated implantation failure [53].

Differentially expressed miRNAs in pregnant vs. cyclic horses were also linked to pregnancy, steroid regulation and prostaglandin synthesis in other species. In conformity with our results, pregnancy associated upregulation of miR-132 was also detected in porcine endometrium, it was the only miRNA which was differentially expressed on day 12 in the pig [54]. 

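In the endometrium, eca-miR-132 rose from 44.5 ± 26.0 (SD, n = 4) to 91.3 ± 23.8 (SD, n = 5) TMM-normalized CPM. The reads behind these values were 49 in the cyclic and 155 in the pregnant libraries. The log2 fold change was 1.16 (standard error 0.49, FDR 0.223 from edgeR's quasi-likelihood test), and the pregnant sample was higher in 4 of 4 mares. It was called under 1 of the 16 alternatives set before the data were examined, a fit that left out a mare. The stepwise setting chosen afterwards, with the FDR alone, also called it (likelihood ratio test, FDR 0.0117). With predicted duplicates merged at the stricter limit, that setting gave an FDR of 0.218.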

Expression of miR-132 is associated with increased estradiol synthesis in mouse ovarian granulosa cells [55] and in human granulosa-like tumor cell lines [56], and might influence the process of MRP as such. Moreover, upregulation of miR-132-3p was found in follicular fluid yielding top quality embryos in human [57]. 

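The endometrial level of eca-miR-221 was 5422 ± 766 TMM-normalized CPM (SD, n = 5) in pregnant and 4819 ± 1512 (SD, n = 4) in cyclic mares. Its log2 fold change of 0.20 was smaller than its standard error of 0.23 (FDR 0.80 from edgeR's quasi-likelihood test), and it was −0.03 when mare 3 was left out. For eca-miR-23b in UF, 3383 reads were counted in the pregnant and 1690 in the cyclic libraries, and its log2 fold change lay between 1.13 and 2.20 under 15 alternatives set before the data were examined, 10 of which called it.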

Coinciding with our results, upregulation during pregnancy was also found for miR-221 in bovine milk and for miR-23b in porcine endometrium and serum [58]. For miR-23b, ESR1 and beta-estradiol were identified among the top upstream regulators of the targets. MiR-130a [59], miR-362-3p [60], miR-221-3p [61], and miR-144 [62] have been examined in the context of human preeclampsia, a disorder linked with impaired migration and invasion of trophoblast cells. A regulatory role of these miRNAs in trophoblast proliferation, migration and invasion was highlighted and may also be important during equine pregnancy establishment. Transcriptomics studies have shown involvement of DEGs in the counteraction of trophoblast invasion in the horse [14]. Interestingly, miR-144 was also found to alter PGE2 production by regulating PTGS2 in murine granulosa cells [63]. 

To further examine the potential role of miRNAs during MRP in the horse, a vertical analysis was performed, integrating differentially expressed miRNAs, mRNAs and proteins in pregnant vs. cyclic mares. Validated targets for the differentially expressed miRNAs in pregnant vs. cyclic mares present in miRTarBase were compared with differentially expressed genes and proteins (Table 1). Interaction between miRNAs, mRNAs and proteins and involvement in common GO biological processes showed a prominent role in biological regulation (GO:0065007), as well as in developmental process (GO:0032502) and response to stimulus (GO:0008152) (Figure 4 and Figure 5). Coinciding with findings of Klohonatz et al. [24,34], biological adhesion (GO:0022610) was also present, with several molecules involved in focal adhesion and cell adhesion, even though the identity of the factors involved was different. Furthermore, a role in the regulation of integrin binding, as well as in angiogenesis and response to vascular endothelial growth factor was found, as highlighted previously in the context of MRP in the horse [21]. Overall, differential expression of miRNAs in pregnant versus cyclic mares shows involvement in biological processes linked to pregnancy establishment. However, vertical analysis did not identify the unequivocal signal for MRP in the horse. 

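Table 1 pairs 8 miRNAs with 39 targets in 44 combinations. For the 27 combinations of a miRNA and an mRNA of the endometrium, the paper's directions are opposite in 9 and the same in 18. For the 11 combinations of an endometrial miRNA and a UF protein, they are opposite in 5 and the same in 6. The miRNA of UF is paired with 3 mRNAs, 1 opposite and 2 in the same direction, and with 3 proteins, 2 opposite and 1 in the same direction. In total 17 are opposite and 27 are in the same direction. The direction of the miRNA measured here, from the log2 fold change between pregnant and cyclic libraries with the mare as block, was the one in Table 1 in 44 of 44 combinations. Both directions come from the same deposited counts, so this match is no independent support. The combinations rest on the directions of 8 miRNAs, of which eca-miR-221 and eca-miR-30c are paired with 7 targets each. The log2 fold change of eca-miR-221 was smaller than its standard error and reversed without mare 3, and that of eca-miR-30c reversed with 28 libraries in a single fit. The mRNA and protein samples were not analysed here.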

We hypothesized to find upregulation of miRNAs coinciding with downregulation of the target mRNAs and proteins, but the opposite was also found. This indicates a role of other mechanisms besides miRNA regulations, such as proteolysis and post-translational mechanisms, and pleas for further validation of the detected candidate miRNA-mRNA pairs in future studies. Furthermore, miRNA targets in miRTarBase were validated in different species, so further confirmation should be obtained in equine specific assays. While literature on this topic is limited in the horse, most studies only detect a small number of differential miRNAs in pregnant versus cyclic horses with contradictory results depending on the timing and the nature of the tissues [32,34,35]. Overall, it seems unlikely that a single miRNA would be the secret messenger for MRP in the horse.

While the number of differentially expressed miRNAs between pregnant and control mares was limited, substantial differences in miRNA expression were observed at the embryo–maternal interface, highlighting a potentially important role of miRNAs in the embryo–maternal dialogue (Figure 1). 

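The miRNAs with the largest change at the embryo–maternal interface included eca-miR-302b, eca-miR-302d, eca-miR-371-5p and eca-miR-372. In the embryo, eca-miR-372 was at 6328 ± 4017 TMM-normalized CPM (SD, n = 5), and 0 reads were counted in the 5 pregnant endometrium libraries, so that its mean was at least 463-fold higher (FDR 5.9e-06 from edgeR's quasi-likelihood test). The mean of eca-miR-302d was at least 376-fold higher and that of eca-miR-302b at least 225-fold higher in the embryo. In YS fluid, eca-miR-371-5p had 2323 reads and was at least 1016-fold above the endometrium, where 1 read was found. Of these reads, 2065 came from mare 2, and without this mare the log2 fold change was 11.32 instead of 12.88. Lower in the embryo than in the endometrium were, among others, eca-miR-27a, eca-miR-199b-5p and eca-miR-143. From endometrium to embryo, eca-miR-143 fell from 20636 ± 16679 (SD, n = 5) to 166 ± 75.7 (SD, n = 5), a log2 fold change of −6.96 (standard error 0.64, FDR 2.3e-06). In YS fluid, 0 reads of eca-miR-146a, eca-miR-199b-5p and eca-miR-223 were counted, and because of the shallow libraries their means could be bounded only as at least 4.65-fold, 4.20-fold and 3.42-fold lower than in the endometrium, and with plain CPM the bound of eca-miR-223 was 0.917, no decrease. UF differed from the endometrium in a higher eca-miR-34b-3p (log2 fold change 4.31), eca-miR-205 (4.28) and eca-miR-92b (4.07), and in a lower eca-miR-126-3p (−4.64) and eca-miR-126-5p (−4.47). Against UF, the embryo was lower in eca-miR-34c and eca-miR-92b, each with a log2 fold change of −8.43, and eca-miR-211 was at least 14.2-fold lower. Embryo and YS fluid differed less. The log2 fold change of eca-miR-767-5p was 3.62 (standard error 0.62, FDR 0.00185) with 544 reads in the embryos and 18 in YS fluid. For eca-miR-409-3p, 7 and 77 reads were counted, and its mean was at least 9.675-fold lower in the embryo. Its fitted log2 fold change was −4.36 (standard error 1.1, FDR 0.0142). Of its reads in YS fluid, 67 came from mare 2, without which the log2 fold change was −1.87. From the number of miRNAs that differ between these tissues and fluids, the paper proposes that miRNAs play a part in the dialogue between embryo and mother.

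**Figure D4:**
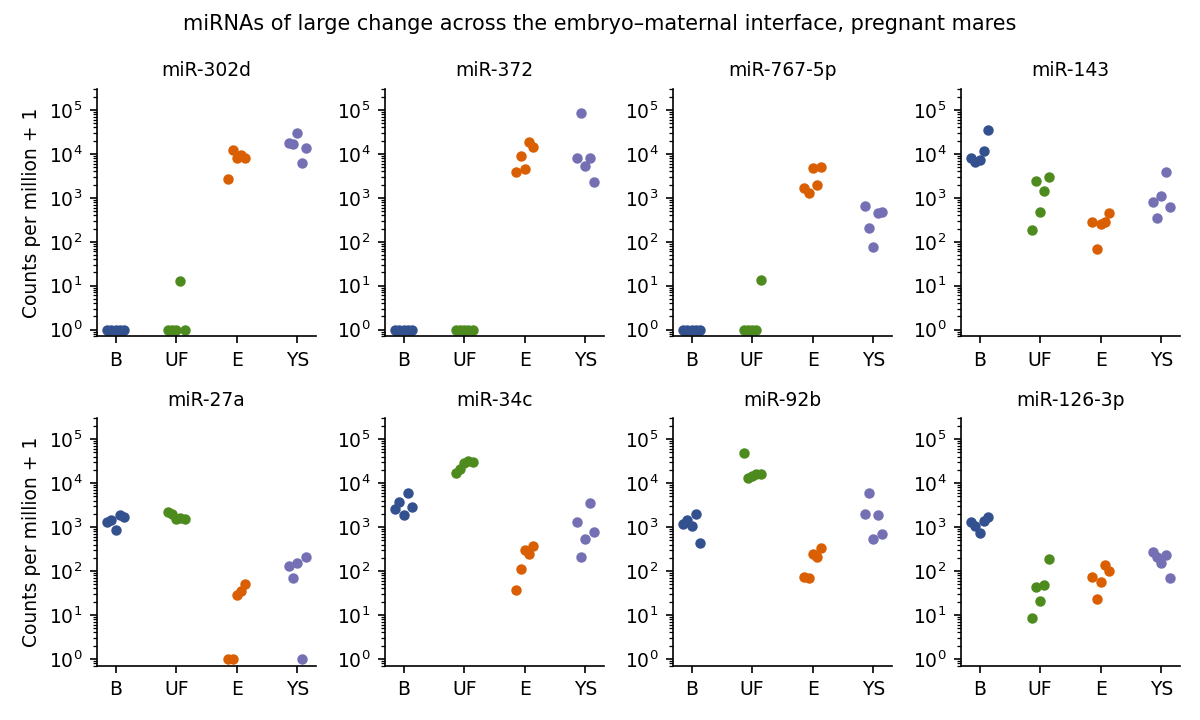
CPM plus 1 on a log scale for 8 miRNAs in pregnant endometrium (B), UF, embryo (E) and YS fluid (YS), with a point per library. For miR-302d and miR-372 the 5 endometrium libraries have 0 reads and lie at the bottom of the axis, while the embryos and YS fluids lie at 2271 CPM or above.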

Vertical analysis of differential expression of miRNAs and corresponding target mRNAs between the embryo and the pregnant endometrium resulted in 274 miRNA-mRNA pairs. Pathway analysis showed that the main molecular function of these mRNAs was binding (GO:0005488), with two thirds of the molecules involved in this process (Figure 5d). Further categorization into biological processes highlighted a role in biological regulation (GO:0065007), response to stimulus (GO:0050896) and developmental process (GO:0032502). Importance of these pathways in the establishment of pregnancy and clear representation of the miRNA-mRNA pairs indicates a regulatory role of miRNAs in the embryo–maternal dialogue around the timing of signaling of MRP in the horse. As such, a large dataset with valuable reference sequences was established in this study, but the predicted miRNA-mRNA pairs should be confirmed in future studies by targeted validation.

## 4. Materials and Methods 

### 4.1. Sampling

All animal handlings were approved by the Ethical Committee of the Faculty of Veterinary Medicine (EC2013/118) of Ghent University. All methods were performed in accordance with the relevant guidelines and regulations. Sampling was performed as described previously, all samples were collected from the same pregnant and control cycles used for proteomics in Smits et al. [26] Briefly a switch back design was followed with 5 reproductively sound Warmblood mares undergoing two different types of cycles: a pregnant cycle (P) and a cyclic control cycle (C). In this way, the samples were paired using the same mare as its own control for pregnancy and the experimental unit was the mare. The order of P and C cycles was randomly altered for the different mares. Mares displaying uterine oedema and a follicle exceeding 35 mm received 1500 IU hCG intravenously and were either inseminated the next day with fresh semen of the same stallion (P) or left unbred (C). Ovulation was evaluated twice daily by ultrasound. In both groups, sampling was performed 13 days after detection of ovulation. To recover undiluted UF, intra-uterine application of a tampon (OB Mini; Johnson & Johnson, Beerse, Belgium) was performed based upon the method described by Wolf° et al. [64] A double gloved technique was used to avoid vaginal contamination. The tampon was left in the uterus for 10 min, and upon removal, it was placed in a Falcon tube at 4 °C until further processing. Subsequently, the mare’s uterus was flushed with sterile Ringer’s solution by means of a modified endotracheal tube to recover the embryo (P). Finally, an endometrial biopsy was taken and stored immediately at −80 °C.

To process the UF, 1 mL of sterile water (B60, Biosolve, Valkenswaard, The Netherlands) was infused on top of the tampon, and the tampon was attached in the upper part of the Falcon tube by fixing the cord with the cap. Subsequently, the Falcon tube was centrifuged for 20 min at 1000× *g* at 4 °C. The supernatant was collected and stored in aliquots at −80 °C. Meanwhile, the embryo was isolated in a petri dish, and the YS fluid was collected by aspiration with a 21 G needle and stored in aliquots at −80 °C. The capsule was removed from the embryo and stored separately. Finally, the embryonic tissue was also stored separately at −80 °C.

An overview of the experimental design is presented in Figure 1. For miRNA-Sequencing, endometrial biopsies and UF from pregnant and cyclic mares and embryonic tissue (E) and yolk sac fluid (YS) from the pregnant cycles were used. Half of these samples were also used for mRNA-Sequencing, namely the endometrial biopsies from pregnant and cyclic mares and the embryonic tissue. For the other samples, miRNA-Sequencing was combined with proteomics [36].

### 4.2. RNA Extraction

Total RNA was extracted from the UF and the YS fluid samples for miRNA analysis, using the miRNeasy Serum/Plasma kit (Qiagen, Antwerp, Belgium, according to the manufacturers’ instructions. For RNA extraction from the endometrial and the embryonic tissue samples, the RNeasy Mini Kit (Qiagen) was combined with the RNeasy MinElute Cleanup Kit (Qiagen) in order to extract both small RNAs and larger RNAs (>200 nt) separately from the same tissue sample for mRNA-and miRNA-Sequencing respectively.

### 4.3. Messenger-RNA-Sequencing and Data Analysis

After RNA extraction, the concentration and quality of the total extracted RNA were checked by using the ‘Quant-it ribogreen RNA assay’ (Life Technologies, Grand Island, NY, USA) and the RNA 6000 Nano chip (Agilent Technologies, Santa Clara, CA, USA), respectively. Due to low quality, samples from cyclic mare 5 were not used for RNA-Sequencing. Subsequently, 1° µg of RNA was used to perform an Illumina sequencing library preparation using the NEBNext Ultra Directional RNA Library Prep Kit (New England Biolabs, Ipswich, MA, USA) according to the manufacturer’s protocol. During library preparation, 12 PCR cycles were used. Libraries were quantified by qPCR, according to Illumina’s protocol ‘Sequencing Library qPCR Quantification protocol guide’, version February 2011. A High Sensitivity DNA chip (Agilent Technologies) was used to control the library’s size distribution and quality. Sequencing was performed on a high throughput Illumina NextSeq 500 flow cell generating 75° bp single reads.

Per sample, on average 60 ± 16 million reads were generated. First, these reads were trimmed using cutadapt [65] version 1.11 to remove the Illumina adaptor sequence. The trimmed reads were mapped against the equine EquCab 2.80 reference genome using CLC genomics workbench version 9.0.1 (CLC). Count tables were made by counting the reads that mapped against the genes defined by the Ensembl EquCab 2.80 Gene transfer format file and exported from CLC.

Differential gene expression analysis between groups of samples was performed using edgeR [66]. Two differential gene expression analyses were performed. For each separate analysis, the following steps were performed. (1) Reads were normalized using edgeR’s standard normalization method. (2) Only genes with a counts per million (cpm) above 4 in at least four samples were retained. (3) A general linear model was built, and statistical testing was done using the likelihood ratio test. Genes having a false discovery rate (FDR) < 0.05 and a fold change (FC) > 2 were considered significantly differential. All sequences were submitted in the NCBI Gene Expression Omnibus.

### 4.4. MicroRNA-Sequencing and Data Analysis

Total RNA samples were quantified and quality-checked as described for the mRNA Seq samples. MicroRNA sequencing libraries were constructed and size-selected with the TailorMix miRNA Sample Preparation Kit V2 (SeqMatic, Fremont, CA, USA) using 100 ng total RNA and amplified by 18 PCR cycles. Library quality and concentration was determined as described for the mRNA libraries. Sequencing of the miRNA libraries was done as single-read 35 on an Illumina MiSeq. 

Sequencing read quality was checked using FastQC (v1.15). Adapter trimming and removal of reads shorter than 17 bp, having a quality score lower than 20 or containing any ambiguities, was done using cutadapt (v1.11) [65]. Feature counting, identification of known miRNAs and prediction of putative novel miRNA were done using the miRPro pipeline [67]. MicroRNA data from miRBase (release 22) [68] and the corresponding annotated horse genome (EquCab2.0) were used as a reference. All mammalian data in miRBase was used for the prediction of novel miRNA.

Differential expression analyses were done in R using the edgeR (v3.22.3) package [66] and the SARTools (v1.4.1) wrapper [69]. Differentially expressed features were considered statistically significant when having a fold change of at least 2 and an FDR smaller or equal to 0.05. Putative target genes for differentially expressed miRNA were retrieved from miRTarBase (release 7.0) [70]. This database contains miRNA-target interactions which are validated experimentally by reporter assays, western blot, microarray, and next-generation sequencing experiments in different species. Targets present in miRTarBase for the DE miRNAs were subsequently compared with DE mRNAs and proteins found in our study. All sequences were submitted in the NCBI Gene Expression Omnibus (GSE141450).

## 5. Conclusions

In this research, large reference datasets were created, examining expression of miRNAs, mRNAs and proteins at the embryo–maternal interface around the timing of MRP signaling in the horse. Analysis of differential expression showed high conformity with literature on transcriptomics, highlighting differentially expressed genes described in equine pregnancy establishment. Vertical assessment linking differential expression of miRNA, mRNA and proteins confirmed involvement in pregnancy establishment, embryo quality, steroid synthesis and prostaglandin regulation, but the link between differential miRNAs and their targets was limited and did not indicate the identity of an unequivocal signal for MRP in the horse. Differential expression at the embryo–maternal interface was prominent with involvement of miRNA-mRNA target pairs in binding, regulation, signaling and development pathways, highlighting a potential role of miRNAs in embryo–maternal communication during early pregnancy in the horse. These data provide a strong basis for future targeted studies.

## Figures and Tables

**Figure 1:**
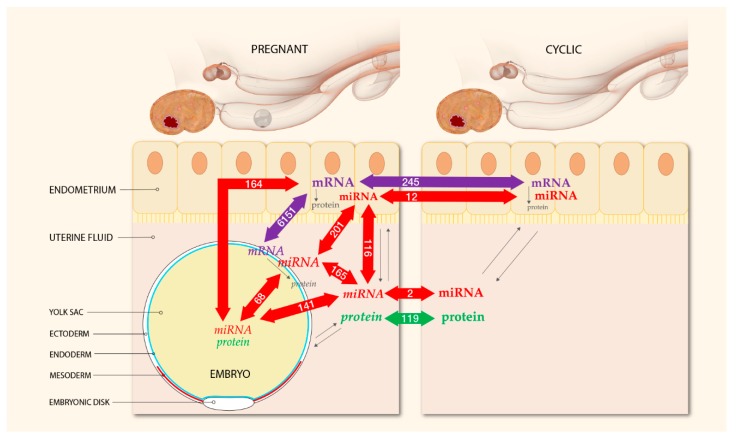
Experimental design and numbers of differentially expressed mRNAs, miRNAs and proteins detected at the embryo–maternal interface 13 days after ovulation in the horse. Micro-RNA-sequencing was performed of the uterine tissue and fluid of pregnant and cyclic mares and of the corresponding embryonic tissue and YS fluid. Messenger-RNA-Sequencing was conducted on the endometrium and the embryonic tissue of pregnant and cyclic mares, and proteomics of UF and YS fluid was reported previously [26]. All molecules originating from the embryo are displayed in *Italics*, and molecules of maternal origin are in **bold**. Colored arrows indicate the number of differentially expressed molecules in each comparison. Biological interactions are shown by black arrows; in all tissues mRNAs are translated into proteins and this interaction is influenced by miRNAs; molecules of both embryonic and maternal origin can be secreted into the UF and play a role in the embryo–maternal dialogue.

**Figure 2:**
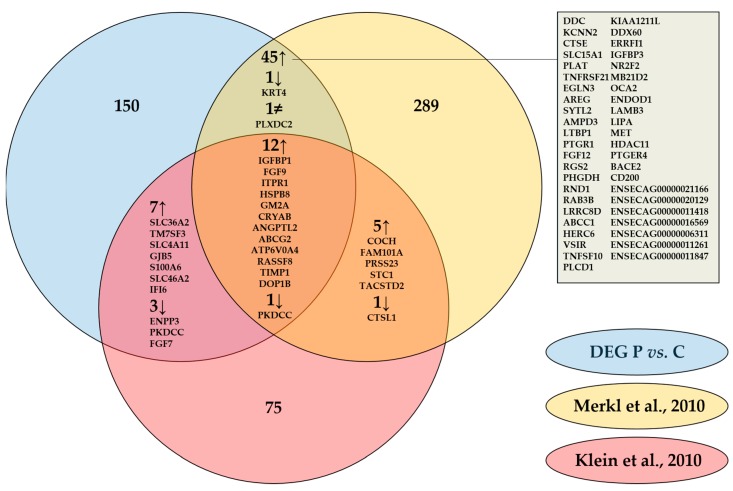
Comparison of differentially expressed genes (DEG) in equine endometrium of pregnant (P) versus cyclic (C) mares determined by RNA-Sequencing on day 13 in our study with analysis by microarray on day 12 by Merkl et al. [22] and on day 13.5 by Klein et al [19]. Gene IDs of commonly up-and downregulated genes are specified.

**Figure 3:**
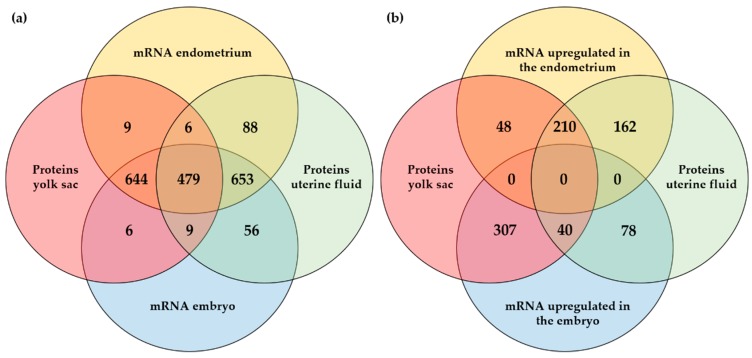
Comparison of proteins and mRNAs at the embryo–maternal interface on day 13 of pregnancy in the horse: (**a**) Comparison of mRNAs identified in the embryo and pregnant endometrium with the presence of the corresponding proteins in the uterine fluid (UF) and/or yolk sac (YS) fluid; (**b**) Comparison of differentially expressed mRNAs in the embryo vs. pregnant endometrium and the presence of the corresponding proteins in the UF and/or YS fluid.

**Figure 4:**
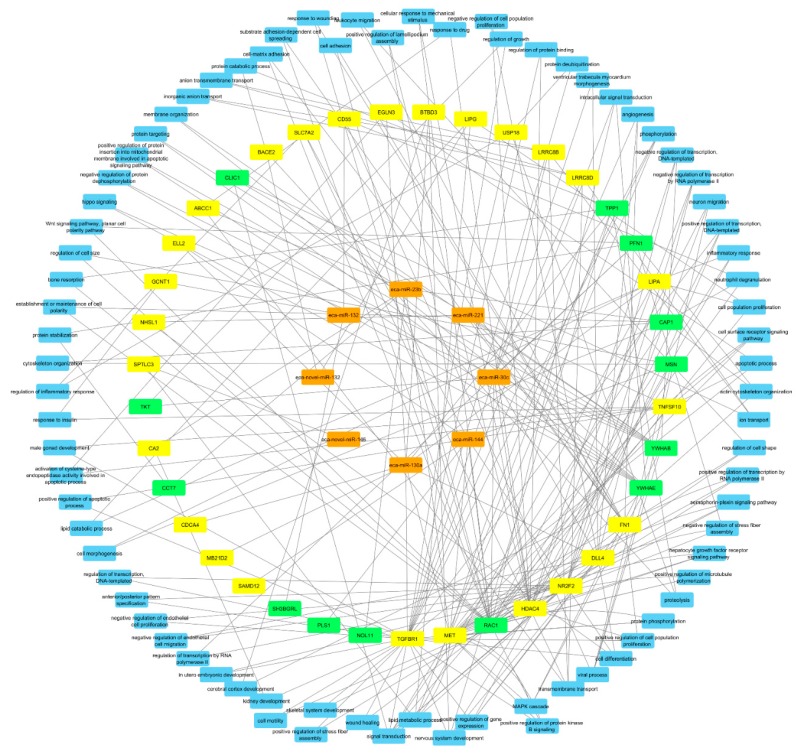
Interaction between differentially expressed miRNAs (orange), mRNAs (yellow) and proteins (green) in pregnant vs. cyclic mares 13 days after ovulation. Common Gene Ontology biological processes in which two or more molecules are involved are displayed in blue.

**Figure 5:**
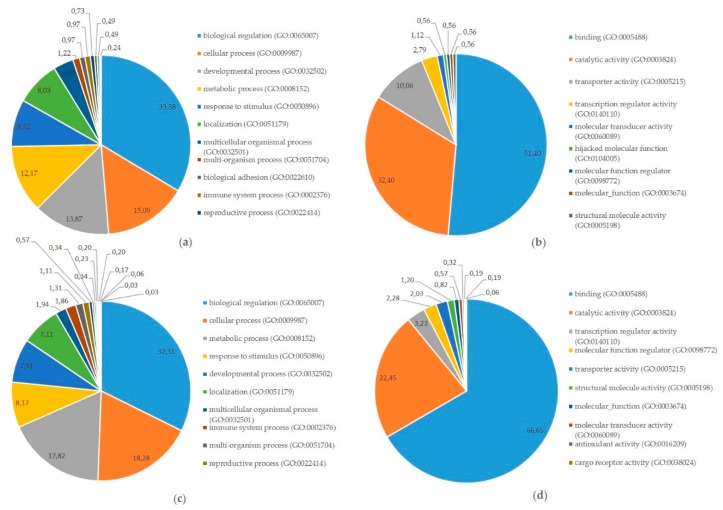
Involvement of targets of differentially expressed microRNAs at the equine embryo–maternal interface in Gene Ontology (GO) pathways: (**a**) Categorization in GO biological processes of proteins and mRNAs targeted by miRNAs differentially expressed in pregnant vs. cyclic horses as presented in (Table 1); (**b**) Categorization in GO Molecular functions of proteins and mRNAs targeted by miRNAs differentially expressed in pregnant vs. cyclic horses (Table 1); (**c**) Categorization in GO Biological processes of miRNA-mRNA target pairs differentially expressed between the embryo and the endometrium of pregnant mares; (**d**) Categorization in GO Molecular functions of miRNA-mRNA target pairs differentially expressed between the embryo and the endometrium of pregnant mares.

**Table 1:** Targets of differentially expressed miRNAs in the endometrial biopsies (B) and uterine fluid (UF) of pregnant (P) versus cyclic (C) mares on day 13 after ovulation. Targets of differentially expressed miRNAs validated in miRTarBase were compared with differentially expressed mRNAs and proteins in the same mares.

**miRNA B**	**miRNA P vs. C** **miRNA P vs. C**	**mRNA B**	**mRNA P vs. C**	**Gene Description**
eca-miR-30c	Down	HDAC4	Down	histone deacetylase 4
eca-miR-30c	Down	DLL4	Down	delta like canonical Notch ligand 4
eca-miR-30c	Down	LRRC8D	Up	leucine rich repeat containing 8 VRAC subunit D
eca-miR-30c	Down	LRRC8B	Up	leucine rich repeat containing 8 VRAC subunit B
eca-miR-130a	Up	ELL2	Down	elongation factor for RNA polymerase II 2
eca-miR-130a	Up	TGFBR1	Down	transforming growth factor beta receptor 1
eca-miR-130a	Up	DLL4	Down	delta like canonical Notch ligand 4
eca-miR-130a	Up	BTBD3	Up	BTB domain containing 3
eca-miR-130a	Up	CDCA4	Up	cell division cycle associated 4
eca-miR-130a	Up	EGLN3	Up	egl-9 family hypoxia inducible factor 3
eca-miR-130a	Up	MET	Up	MET proto-oncogene, receptor tyrosine kinase
eca-miR-130a	Up	LIPA	Up	lipase A, lysosomal acid type
eca-miR-130a	Up	MB21D2	Up	Mab-21 domain containing 2
eca-miR-132	Up	CD55	Up	CD55 molecule (Cromer blood group)
eca-miR-132	Up	GCNT1	Up	glucosaminyl (N-acetyl) transferase 1
eca-miR-144	Down	SLC7A2	Down	solute carrier family 7 member 2
eca-miR-144	Down	ELL2	Down	elongation factor for RNA polymerase II 2
eca-miR-144	Down	SAMD12	Down	sterile alpha motif domain containing 12
eca-miR-144	Down	NR2F2	Up	nuclear receptor subfamily 2 group F member 2
eca-miR-144	Down	MET	Up	MET proto-oncogene, receptor tyrosine kinase
eca-miR-221	Up	FN1	Down	fibronectin 1
eca-miR-221	Up	NHSL1	Down	NHS like 1
eca-miR-221	Up	USP18	Up	ubiquitin specific peptidase 18
eca-miR-221	Up	TNFSF10	Up	TNF superfamily member 10
eca-novel-miR-132	Up	LIPG	Up	lipase G, endothelial type
eca-novel-miR-132	Up	BACE2	Up	beta-secretase 2
eca-novel-miR-146	Up	SPTLC3	Up	serine palmitoyltransferase long chain base subunit 3
**miRNA B**	**miRNA P vs. C**	**Protein UF**	**Protein P vs. C**	**Gene Description**
eca-miR-30c	Down	TKT	Up	Transketolase
eca-miR-30c	Down	RAC1	Up	Rac family small GTPase 1
eca-miR-30c	Down	PFN1	Up	profilin 1
eca-miR-130a	Up	TPP1	Down	tripeptidyl peptidase 1
eca-miR-132	Up	SH3BGRL	Up	SH3 domain-binding glutamic acid-rich-like protein
eca-miR-144	Down	MSN	Down	moesin (membrane-organizing extension spike protein)
eca-miR-144	Down	PLS1	Down	plastin 1
eca-miR-144	Down	RAC1	Up	Rac family small GTPase 1
eca-miR-221	Up	YWHAE	Up	tyrosine 3-monooxygenase/tryptophan 5-monooxygenase activation protein epsilon
eca-miR-221	Up	CLIC1	Up	Chloride intracellular channel protein
eca-miR-221	Up	YWHAB	Up	tyrosine 3-monooxygenase/tryptophan 5-monooxygenase activation protein beta
**miRNA UF**	**miRNA P vs. C**	**mRNA B**	**mRNA P vs. C**	**Gene Description**
eca-miR-23b	Up	CA2	Down	carbonic anhydrase 2
eca-miR-23b	Up	ABCC1	Up	ATP binding cassette subfamily C member 1
eca-miR-23b	Up	MET	Up	MET proto-oncogene, receptor tyrosine kinase
**miRNA UF**	**miRNA P vs. C**	**Protein UF**	**Protein P vs. C**	**Gene Description**
eca-miR-23b	Up	CAP1	Down	adenylyl cyclase-associated protein
eca-miR-23b	Up	NOL11	down	nucleolar protein 11
eca-miR-23b	Up	CCT7	up	chaperonin containing TCP1 subunit 7

## Supplementary Materials

Supplementary materials can be found at https://www.mdpi.com/1422-0067/21/2/419/s1.

## Abbreviations

MRP	Maternal recognition of pregnancy
UF	Uterine fluid
YS	Yolk sac
P	Pregnant
C	Cyclic
DEGs	Differentially expressed genes
DE	Differential expression

How the deposited data were processed for this re-analysis (not part of the article)

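miRNA sequencing counts were analysed for 28 libraries of samples taken 13 days after ovulation: 5 pregnant and 4 cyclic endometrial biopsies, 5 pregnant and 4 cyclic uterine fluids (UF), 5 embryos and 5 yolk sac (YS) fluids. The condition of each library came from its label and the sampling section of the paper. The number in a sample's name was taken as the mare, because the paper describes paired pregnant and cyclic cycles of 5 mares. The deposited values gave no means to check this identity other than the correlation of same-mare samples, which has no separate baseline. The mRNA and protein samples of the paper were not analysed here.

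The authors trimmed adapters with cutadapt, removed short and low-quality reads, counted reads on known horse miRNAs of miRBase and predicted further miRNAs on EquCab2.0 with miRPro, and deposited the raw read counts per miRNA without normalization. The deposited counts came as 3 tables, of known miRNAs, of predicted miRNAs and of the precursors of the predicted ones. The precursor table held the same counts as the table of predicted miRNAs in 154 of 154 entries, so it carries no further measurement. How reads that match several miRNAs were counted is not named in the paper's text. Predicted miRNAs are written as pred-miR with their number in the deposited table. Their sequences and positions, and the genome EquCab2.0, were not used here, so their match to miRNAs of other species was not examined.

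The known and predicted miRNAs of a library were analysed together. Library totals lay between 4352 and 590593 reads. A floor of 3 reads corresponds to between 5.08 and 10.7 CPM (reads scaled by the library total) in pregnant endometrium and to between 206 and 689 CPM in YS fluid, and covers counting error only. The fold change against a group whose libraries are all at or under the floor is given as a lower bound, computed from the group means with the floor in place of the low group.

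Each of the 8 comparisons was fitted on its own libraries with edgeR 4.0.16 in R 4.3.3. miRNAs with at least 1 CPM in at least as many libraries as the smaller group were kept, libraries were normalized by TMM, and the quasi-likelihood test was used with Benjamini-Hochberg adjustment. miRNAs were called at an FDR of at most 0.05 and a fold change of at least 2, the thresholds that the paper's statistical methods give. The mare was a block for pregnant against cyclic samples, so that mare 5, which has no cyclic library here, enters the normalization, the filter and the group means but not the contrast. No block was used between tissues and fluids. The paper's text does not give its low-count filter in numbers or the edgeR functions for the dispersion. It names the SARTools wrapper, whose default low-count filter was used here. The difference of the pregnancy effect between UF and endometrium was tested as an interaction with the mare within each compartment as block. Sets of miRNAs higher in embryo or in YS fluid than in pregnant endometrium were tested in UF with camera of limma 3.58.1, with an inter-gene correlation of 0.01.

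Values of single miRNAs are TMM-normalized CPM of the comparison they belong to. Outlying libraries and the choice of named miRNAs used plain CPM, as set beforehand. Named are the miRNAs the paper reports between pregnant and cyclic mares, the miRNAs called in these 2 comparisons where 12 or fewer remained after merging duplicates, and for each of the 6 comparisons of tissues and fluids the 3 known miRNAs of largest change in each direction among those with a mean of at least 100 CPM whose values did not overlap between the groups. Near-identical miRNAs were grouped at a Bray-Curtis dissimilarity of at most 0.05 or 0.2. Tests between a few values are exact permutation or sign-flip tests. Set sizes and other calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

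The alternatives set before the data were examined were edgeR's likelihood ratio test, DESeq2 1.42.0, size factors by the RLE method, no low-count filter, filterByExpr with a minimum count of 10, the mare as block left out or added, 28 libraries in a single fit, the FDR threshold alone, duplicates merged at either dissimilarity, known miRNAs only, the precursor counts, and each replicate left out. Alternatives added afterwards were dispersions estimated stepwise per miRNA with 10 prior degrees of freedom and a likelihood ratio test, alone or with duplicates counted once or merged, and libraries thinned to the smallest of the comparison. Up to 100 relabellings of the samples were fitted for each comparison. The methods were tested on simulated data, with 20 simulations without a change and 5 with changes for each setting. Each simulated miRNA was drawn independently, so the rates of false calls below do not cover the effect of duplicates. In simulated pregnant and cyclic endometrium without a change, the quasi-likelihood test called 0.05 miRNAs on average and the stepwise dispersions 2.55. With 40 miRNAs changed by 2 on the log2 scale, the quasi-likelihood test recovered 58.2% of those tested, and 1.83% of its calls were false. In simulated embryo and pregnant endometrium with 200 miRNAs changed by 3, it recovered 87.0%, and 7.55% of its calls were false. With 40 miRNAs changed by 2 in these tissues it recovered 30.2%, and 3.33% of its calls were false.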

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

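The tests of the share of predicted reads in the embryo of mare 1, of the library size of mare 5 and of the interaction without mare 3 were chosen only after the result was seen. A library is reported here when its gap to the nearest other library of its group, divided by the range of the group, exceeded Dixon's 95% critical value for its number of libraries. This held for 4 of 24 library measures, where chance gives 1.2, and for 15 of 78 values of named miRNAs, where chance gives 3.9. Named miRNAs were partly chosen for large changes, and several share a library, so these are not independent. The screen used plain CPM. If a few miRNAs that take most of the reads had caused the outlying values, TMM normalization, which allows for them, should have removed most. After it, 12 of the 15 still exceeded the critical value, and those of miR-221, miR-34b-3p and miR-126-3p did not. A further 3 values exceeded it only after TMM, those of miR-30c in the cyclic endometrium of mare 2, pred-miR-11 in the cyclic UF of mare 3 and miR-211 in the pregnant UF of mare 1.

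The cyclic UF of mare 3 had 167 known miRNAs with a read, against 222 to 230 in the other 3 cyclic fluids, and its 5 most abundant miRNAs took 62.4% of its reads against 49.6% to 51.2%. It was the smallest of the 4 libraries, with 62087 reads. With the others thinned to its size they had 185 to 189 known miRNAs, still more than 167, so library size does not account for all of the difference. The same library had 2126 CPM of pred-miR-28 against 185 to 493 in the others, and 1369 CPM of pred-miR-60 against 0 to 11.5. Without mare 3, 2 instead of 15 miRNAs were called in UF, 0 of them known and 0 lower in pregnant mares (unadjusted p under 0.05 for 32 miRNAs). The 4 cyclic fluids share their condition, and no biological explanation was tested.

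The pregnant endometrium of mare 3 had 590593 reads, against 280065 to 344017 in the other 4. A library total follows from the sequencing, and no biological explanation was tested. Without mare 3, 9 instead of 13 miRNAs were called in the endometrium, which leaves out its cyclic library as well.

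The embryo of mare 1 had 36.3% of its reads on predicted miRNAs, against 5.02% to 8.67% in the other 4 embryos. If this came from sequences counted several times, keeping near-identical predicted miRNAs once should have removed it. The share was then 17.0% against 2.67% to 4.67%, with a Dixon ratio of 0.8605, still above the critical value. If uterine material in the sample were the source, the 5 predicted miRNAs of largest excess should be higher in the uterine libraries of the same mare. They summed to 109913 CPM in the embryo of mare 1, but to 14.8 CPM in its UF, 8.72 CPM in its endometrium and 1450 CPM in its YS fluid, and to between 242 and 2343 CPM in the other embryos. Neither explanation accounts for the excess. Degraded RNA of other kinds counted as predicted miRNAs was not tested, so the excess cannot be called biological.

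In the pregnant endometrium of mare 5, miR-143 was at 34245 CPM against 6681 to 11483 in the other 4 mares, miR-126-5p at 3108 against 850.0 to 1401, and miR-30c at 9775 against 3620.1 to 5373. Its 287982 reads lie within the range of the other pregnant endometrium libraries, so library size does not account for this. The composition of the biopsy was not tested, and no biological explanation was tested. Mare 5 does not enter the contrast of pregnant with cyclic endometrium.

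For the remaining outlying values no explanation besides a few miRNAs taking most of the reads was tested. In the endometrium they were 7298 CPM of miR-221 in pregnant mare 4 (others 4004 to 4938), 293 CPM of pred-miR-146 in pregnant mare 2 (10.4 to 46.4), 1405 CPM of miR-146b-5p in cyclic mare 4 (256 to 323) and 3988 CPM of miR-9a in cyclic mare 3 (194 to 809). The last 2 lie on the cyclic side of miRNAs called higher in pregnant mares, in the mare that changed the other way. In pregnant UF they were 10576 CPM of miR-34b-3p (1624 to 4097) and 49431 CPM of miR-92b (13047 to 16449), both in mare 1, and 189 CPM of miR-126-3p in mare 5 (7.42 to 48.2).

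The YS fluid of mare 2 had 84400 CPM of miR-372 (others 2271 to 8272), 142857 CPM of miR-371-5p (3647 to 14016) and 4635 CPM of miR-409-3p (153 to 460). Its 14455 reads are not the fewest of the YS fluids. If the whole conceptus of mare 2 had a high level, its embryo should have the highest miR-372 of the 5. It had 8779 CPM, and the highest was 19086 in mare 4, so the level of the whole conceptus does not account for it. The pattern is present in a single fluid, and no other explanation was tested.

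The pregnancy effect differed between UF and endometrium for 7 predicted miRNAs in 2 groups, of 415 tested, by the interaction test (edgeR, FDR 0.00241 for both groups). For pred-miR-131 and pred-miR-132 the difference was −3.57 on the log2 scale, from 1.97 in the endometrium and −1.52 in UF. For pred-miR-28 and 4 near-identical ones it was −4.17, from 2.04 and −1.93. Of 100 relabellings of pregnant and cyclic samples within mare and compartment, the real one included, 2 gave as many miRNAs. Without mare 3 the interaction test called 0 miRNAs, with an unadjusted p under 0.05 for 24, which is consistent with the libraries of mare 3, the outlying UF among them, carrying the difference. That explanation remains, so the difference cannot be told apart from it.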

How the results depend on the processing

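The stepwise dispersions and the thinning of libraries were chosen after the data had been examined, and the other alternatives before. For each change below the cause was not tested, unless stated.

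In the endometrium, the 13 miRNAs called between pregnant and cyclic mares became 3 with filterByExpr, 0 without the mare as block (unadjusted p under 0.05 for 58), 6 with 28 libraries in a single fit, 7 and 6 with duplicates merged at a dissimilarity of 0.05 and 0.2, and 2 with known miRNAs only. With stepwise dispersions, the FDR alone and predicted duplicates merged at 0.05 and 0.2, there were 6 and 5, and with thinned libraries 5. Across the 5 fits that each left out a replicate there were 9 to 14.

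In UF, the 15 called miRNAs became 7 with DESeq2, 0 with filterByExpr (unadjusted p under 0.05 for 19), 0 without the mare as block (35), 5 with 28 libraries in a single fit, 8 and 2 with duplicates merged at 0.05 and 0.2, and 3 with known miRNAs only. Stepwise dispersions gave 6 with and without the fold change threshold, 2 with predicted duplicates counted once at either dissimilarity and 3 with them merged at either, and thinned libraries gave 1. The fits that each left out a replicate gave 2 to 26.

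Between tissues and fluids, filterByExpr gave 140 for embryo against endometrium, 75 for UF against endometrium, 101 for embryo against UF, 40 for embryo against YS fluid and 90 for YS fluid against UF. Duplicates merged at 0.2, which also joins known miRNAs of similar abundance (271 groups of 362), gave 163 for embryo against endometrium, 126 for embryo against UF, 49 for embryo against YS fluid and 96 for YS fluid against UF. Thinned libraries gave 91 for YS fluid against endometrium, 44 for embryo against YS fluid and 96 for YS fluid against UF. The mare as block gave 54 for embryo against YS fluid. Leaving out a replicate stayed within 1.5 times the reported count for embryo against endometrium, with at most 258, and gave 99 to 124 for UF against endometrium, 150 to 185 for YS fluid against endometrium, 187 to 207 for embryo against UF, 40 to 74 for embryo against YS fluid and 136 to 161 for YS fluid against UF. The remaining counts stayed within 1.5 times the reported ones. The share of higher miRNAs moved with the scaling: for YS fluid against endometrium from 33.7% with TMM to 47.3% with RLE and 50.6% with DESeq2, for embryo against UF from 43.4% to 53.7% and 54.3%, and for YS fluid against UF from 39.4% to 52.7% and 53.3%. With thinned libraries it was 59.1% for embryo against endometrium, where TMM on the full libraries gave 40.2%. Thinning also raised it for YS fluid against endometrium (to 59.3%), YS fluid against UF (58.3%), embryo against UF (54.7%) and UF against endometrium (48.0%). For embryo against YS fluid it fell from 62.6% to 47.7%.

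The interaction test called 0 miRNAs without the mare as block (unadjusted p under 0.05 for 26), and 0 to 20 with a replicate left out. The shift of embryo-enriched miRNAs in UF was 0.61 without the mare as block (limma camera p 0.0757), 0.27 with duplicates merged at 0.05 (p 0.100), and 0.48 with the correlation between miRNAs estimated (p 0.155), against p 0.0242 as reported, and 0.39 to 0.58 with a replicate left out. That of the YS-fluid-enriched ones was −0.0076 with duplicates merged at 0.05, a reversal, and 0.14 to 0.22 with a replicate left out.

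Of single miRNAs named between tissues and fluids, 564 of 564 values under the alternatives set beforehand kept their direction and their side of the thresholds, and 173 of 174 under the added ones. Between pregnant and cyclic mares, 295 of 365 did under the former, 64 no longer passed, 2 passed only there and 4 reversed. Under the added ones 65 of 109 did, 32 no longer passed, 11 passed only there and 1 reversed. The reversals were miR-30c with 28 libraries in a single fit (log2 fold change 0.0552), miR-486-5p without the mare as block (−0.0802), miR-660 with thinned libraries (−0.0108), miR-221 without replicate 3 (−0.0276 to 0.1996 over the replicates left out) and pred-miR-60 without replicate 3 (−6.75 to 0.22). Precursor counts equal those of the predicted miRNAs and cannot move a result.

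Depth limits YS fluid most. A miRNA there needs between 206 and 689 CPM to give 3 reads, so miRNAs lower in YS fluid are bounded loosely, as at least 4.65-fold for miR-146a against the endometrium. On plain CPM this bound is 1.26, and that of miR-223 is 0.917, which bounds no decrease.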

Differences from the paper's values

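No test of a cause is reported in this part. The stepwise dispersions in its last paragraph are a setting chosen after the values were seen. The 17 alternatives counted for each value are those set before the data were examined.

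In the endometrium, 2 known miRNAs were called between pregnant and cyclic mares, against the paper's 8. None of the 17 alternatives set beforehand closed this gap, with between 0 and 4 known miRNAs. The paper's 6 higher known miRNAs stand against 2 here, and the FDR threshold alone, with 4, came within 1.5 times the paper's number while the other 16 did not. The paper's 2 lower known miRNAs stand against 0 here (of the tested miRNAs, 65 had an unadjusted p under 0.05). Leaving out replicate 1 gave the paper's number of lower ones and the other 16 did not. With duplicates counted once, the paper's 12 miRNAs stand against 6 here at a dissimilarity of 0.2, and the FDR threshold alone, with 8, came within 1.5 times of it while the other 16 did not.

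In UF, 2 known miRNAs were called against the paper's 1, and leaving out replicate 4 gave 1 while the other 16 alternatives differed. The paper's 5 predicted miRNAs stand against 13 here. DESeq2, 28 libraries in a single fit, duplicates merged at 0.05 and leaving out replicate 2 came within 1.5 times the paper's number, and the other 13 did not. With duplicates counted once, the paper's 2 miRNAs stand against 6 here. DESeq2, duplicates merged at 0.2, known miRNAs only, and leaving out replicate 2 or 4 came within 1.5 times of it, and the other 12 did not.

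The paper reports miR-30c and miR-144 as lower and miR-130a, miR-660, miR-486-5p, miR-132, miR-362-5p and miR-221 as higher in pregnant endometrium. The direction was the paper's for 8 of 8, and 0 were called, with FDRs from 0.223 to 0.826. The counts are the paper's own, so the shared directions are no independent support. Of the alternatives set beforehand, 1 of 16 called miR-144 and 1 of 16 called miR-132, each a fit that left out a replicate, and 0 called any of the other 6. The known miRNAs called here in the endometrium, miR-146b-5p and miR-9a, and miR-23a in UF are not in the paper's lists. The paper's Discussion names the other arm of miR-362 than its Results do.

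Dispersions estimated stepwise per miRNA with 10 prior degrees of freedom, the mare as block and the FDR alone, a setting chosen after seeing the values, called 19 miRNAs in the endometrium, the paper's 8 known ones and 11 predicted ones, and 12 with duplicates counted once at 0.2. In UF it called 6, miR-23b and 5 predicted miRNAs, and 2 with duplicates counted once. With a fold change of at least 2 added, as in the paper's statistical methods, it called 14 in the endometrium, 3 of them known.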

Other observations

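The tests on simulated libraries, on shared known miRNAs, on the let-7 family apart from its thinning, on red blood cell miRNAs and on embryo-restricted miRNAs were chosen only after the result was seen.

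Other groupings of the samples were fitted for each comparison. In the endometrium, 1 of the 8 relabellings of pregnant and cyclic samples within mares, the real one, gave as many as 13 miRNAs, and the highest number of the others was 11. In UF, 1 of 8 gave as many as 15, and the highest of the others was 2. A design with 8 relabellings cannot give a share under 0.05, so neither number can be told apart from chance by this test. For embryo against endometrium, UF against endometrium, YS fluid against endometrium, embryo against UF, embryo against YS fluid and YS fluid against UF, 1 of the 16 splits that part all 5 pairs of the same mare gave as many miRNAs, in each case the real one. The highest numbers of the others were 0, 6, 0, 0, 26 and 0. With 16 splits the share cannot be under 0.05 either. The 84 further splits drawn per comparison, which part fewer pairs of a mare, gave at most 29 miRNAs, for embryo against YS fluid.

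The hypothesis that miRNAs released by the embryo raise the same miRNAs in UF was set before the data were examined. It asked for an upward shift, in pregnant against cyclic UF, of the miRNAs higher in embryo than in endometrium, in each of 4 mares. The 60 miRNAs of this set were shifted by 0.4758 on the log2 scale against the 245 others (limma camera p 0.0242), but in 3 of 4 mares, with −0.0086 in mare 2. Of the 8 relabellings within mares, 1 gave a shift as far from 0, which cannot be told apart from chance. With near-identical miRNAs merged the shift was 0.27 (p 0.100), and over the alternatives that kept every mare p lay between 0.0246 and 0.155. With a replicate left out, the limma camera p lay between 0.00268 and 0.1855. The value of mare 2 was 0.0407, 0.0897 and 0.0755 without replicate 1, 3 and 4, and −0.0601 with near-identical miRNAs merged, so its sign was not stable. The condition was not met. For the 45 miRNAs higher in YS fluid than in endometrium the shift was 0.2519 (limma camera p 0.722), upward in 3 of 4 mares, and 3 of 8 relabellings gave one as far from 0, so their release from YS fluid was not borne out.

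A narrower test used miRNAs without a read in 9 endometrium libraries and with at least 100 CPM in every embryo, which were miR-302b and miR-302d. They summed to 13016 ± 5716 CPM (SD, n = 5) in the embryos and 24521 CPM in YS fluid. In UF, 1 read was counted among 569244 in pregnant and 2 among 657570 in cyclic mares (exact permutation test, two-sided p = 0.5714). The smallest possible p is 0.0159 without tied values, and it was out of reach here. Only 1 of 5 pregnant and 2 of 4 cyclic libraries had a read, and the others tied at 0. The test therefore cannot decide whether the pregnant level was higher. The upper 95% limit of the pregnant reads corresponds to 0.0765% of the embryonic level. This limit pools the reads of 5 libraries and covers counting error only, since PCR copies are not independent molecules. In single pregnant fluids the upper 95% limits lay between 25.1 and 68.3 CPM. No difference between pregnant and cyclic UF was detectable at this depth.

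The endometrial calls differed between the methods. The quasi-likelihood method used a single spread for all miRNAs and called 2 known miRNAs, while stepwise dispersions with the FDR alone called 8 known miRNAs, and 0 known miRNAs were shared. The stepwise FDRs were 0.0531 for miR-146b-5p and 0.199 for miR-9a. Whether the single spread is the cause cannot be told from this, since the comparison uses the same stepwise fit. On simulated libraries without a change, stepwise dispersions with the FDR alone called 2.55 miRNAs on average and at most 9 in 20 simulations, fewer than 19. With 40 miRNAs changed, 15.6% of the stepwise calls were false against 1.83% for the quasi-likelihood test. Each simulated miRNA was drawn independently, so these libraries lack the duplicates of the real counts. The simulation therefore cannot tell whether the 19 stepwise calls were false calls. Of the relabellings within mares, 1 of 8 gave as many as 19 (the others had a median of 4 and at most 15), and in UF 1 of 8 gave as many as 6 (the others at most 0), which 8 relabellings cannot tell apart from chance. With predicted duplicates merged at 0.05, stepwise dispersions called 6 miRNAs in the endometrium, and the FDRs of the paper's 8 known miRNAs lay between 0.176 and 0.860.

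Whether the difference in library size between embryo and endometrium accounts for the number of miRNAs called between them was tested by thinning. With libraries thinned to the smallest, 193 miRNAs were called against 256 at full depth, and 170 were called in both. The split into higher and lower miRNAs turned from 103 and 153 to 114 and 79. In the comparisons with the shallow YS fluid libraries fewer calls remained, with 73 of 181 for YS fluid against endometrium, 29 of 91 for embryo against YS fluid and 80 of 165 for YS fluid against UF called again after thinning.

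The 7 miRNAs of the let-7 family that were examined had a mean of at least 100 CPM in embryo and endometrium, and 7 of 7 were lower in the embryo, with log2 fold changes from −6.63 to −5.25 with TMM and from −6.19 to −4.82 with the other scalings. They took 1.15 ± 0.54% of the reads in the embryos and 38.9 ± 6.80% in the endometrium (SD, n = 5 each, exact permutation test, two-sided p = 0.0079). Reads exchanged between near-identical members would move some up and others down, and would leave the sum unchanged, so sharing of reads does not account for the difference. With libraries thinned to the smallest, the decrease of the 7 members lay between −5.40 and −4.08, so library size does not account for it. Neither does the scaling, with a smallest decrease of −4.82. The paper names the same extraction kit for both tissues. A candidate explanation is a difference between the tissues, a hypothesis found and tested on the same data.

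Blood in the biopsies was tested as an explanation of the changes in miR-486-5p and miR-144. Of the red blood cell miRNAs miR-451, miR-486-5p, miR-144 and miR-16, 1 of 4 was higher in pregnant endometrium, with log2 fold changes of −0.36, 0.17, −1.34 and −0.03. Since miR-486-5p and miR-144, which prompted the test, belong to this set, it cannot tell whether blood content differed, and the single increase is smaller than its standard error of 0.23.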
